A study of Mus musculus with 6 samples. Its data were reported in "Acquisition of suppressive function by conventional T cells limits anti-tumor immunity upon Treg depletion" (2023).

How the data were processed

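Single-cell RNA sequencing was performed by the study on TCRβ+ T cells sorted from subcutaneous B16-F10 melanomas of Foxp3-EGFP-DTR mice. B16-F10 is a mouse melanoma line, and in these mice cells that express Foxp3 carry the diphtheria toxin receptor, so that diphtheria toxin (DTx) removes Treg cells. Per the labels, 3 samples came from PBS-treated and 3 from DTx-treated animals. The authors made droplet libraries with 5′ chemistry, mapped the reads to mm10, merged the libraries with cell ranger aggr and filtered the cells in Seurat. The deposited values are whole-number UMI counts per gene and cell, with no normalization. The stated filters kept cells with 200 to 2500 genes and less than 5% mitochondrial transcripts, and 0 of the 12818 cells lay outside them. The number of detected genes ran from 201 to 2494 per cell and the highest mitochondrial share was 4.94%. The stated filter of at least 3 cells per gene was not what the table held, since 382 of its 14597 genes were found in fewer cells and 32 of these in none. All genes of the table were used. The annotation version used for counting was not stated.

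Each cell carried a barcode followed by a library number from 1 to 6. No label linked these numbers to a sample, so 0 cells could be assigned to PBS or DTx. The table was therefore treated as a single pool of 6 libraries, called library 1 to library 6, and no library was assigned a treatment from its order, its depth or its values. No comparison of PBS with DTx could be computed. This covered the planned permutation tests of shares, the planned tests of all genes in all T cells, in CD4+ Tconv cells and in CD8+ T cells, the interaction of treatment with lineage, the Treg gene list under DTx in either lineage, and the comparison of CCR8+ with CCR8− cells in DTx-treated animals alone. No p-value was computed. Tests of PBS against DTx had no groups, and the comparisons of cells within libraries, which need no treatment, were described with counting intervals and not tested with the library as a block. The 6 libraries were checked for repeated data, and the smallest chi-square per degree of freedom between the summed counts of any pair was 2.90.

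Cells were gated by UMIs. CD4+ Tconv cells had at least 1 Cd4 UMI and no Cd8a, Cd8b1 or Foxp3 UMI. CD8+ T cells had at least 1 Cd8a or Cd8b1 UMI and no Cd4 or Foxp3 UMI. Foxp3+ cells had at least 1 Foxp3 UMI and no Cd8a or Cd8b1 UMI, without a requirement for Cd4. CCR8+ and CCR8− Tconv cells were CD4+ Tconv cells with and without a Ccr8 UMI, so that both names refer to mRNA and not to the protein.

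Clusters were built in Seurat 5.3.0 under R 4.3.3 with the settings stated in the methods: log-normalization, 2000 variable genes, 6 principal components and resolution 0.5. The libraries were not integrated here. A cluster was named when at least 3 markers of a class, and more than 50% of those in the table, were over 2-fold higher than in the other cells. Of several passing classes the one with more markers among the 10 leading genes was taken, then the one with the larger share of its markers. The leading genes of a cluster were ranked by fold among genes with at least 50 UMIs in it. A cluster was left unnamed if it passed both the CD4 helper and the CD8 effector markers, or if its median depth was over 3 times lower than that of its cells' libraries and no marker of the class was among its leading genes. The marker classes were naive, Treg, CD8 effector, CD4 helper, Th2, proliferating, interferon, stromal, myeloid, B cell and melanoma.

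Cells of different gates were compared within libraries. For each gene, the UMIs of one population were divided by the number expected from the UMI share of the gene in the comparison population of the same library, summed over the libraries holding cells of both, with 0.5 added to both numbers on the log2 scale. Genes needed at least 20 UMIs over both populations, except for those of a fixed list, which were reported at any count. Random lists for each gene list numbered 10000, had the same size and were matched on mean expression in 20 bins, and the percentile of a list among them describes these libraries only. Gene lists came from the study's bulk RNA sequencing of other samples. The Treg list held 1229 genes higher in Treg cells than in CD4+ Tconv cells, in parts A to E, and the Tconv list held 385 genes lower in Treg cells. By the study's description, parts A and B rose in both CD4+ and CD8+ Tconv cells after depletion of Treg cells, part C in CD8+ cells and part D in CD4+ cells, while part E was described as specific to Treg cells. The CCR8 list held 73 genes higher and 57 genes lower in sorted CCR8+ than CCR8− Tconv cells of DTx-treated animals.

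Shares are given with exact Clopper-Pearson 95% intervals, summed UMIs and their ratios with exact Poisson 95% intervals, and list medians with 95% intervals from order statistics of their genes. Intervals of shares, UMIs and ratios cover counting error only, not differences between animals, and those of ratios treat the expected number as exact. Those of list medians reflect the spread between genes, taken as independent, and do not cover differences between animals either. Intervals on UMIs take each UMI as independent, which UMIs of the same cell need not be. A count of 0 allows up to 3 counts of the total. The libraries held 1768 to 2640 cells each, with median depths from 610 UMIs per cell in library 3 to 2499.5 in library 4. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and scanpy 1.11.5 was used. Gene positions and transcript lengths came from GENCODE M21 on GRCm38 (mm10).

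Co-detection of Il10 with other genes was measured as the number of cells with UMIs of both against the number expected from the shares in the same library. The procedure was tested on simulated data. In the comparison of Foxp3+ with CD4+ Tconv cells, 97.4% of 191 changed genes among 5199 simulated genes had the sign put in, genes put in at 4-fold were found at a median log2 ratio of 1.94, unchanged genes at −0.040, and 96% of 100 unchanged lists lay between the 2.5 and 97.5 percentiles. In the comparison of CCR8+ with CCR8− Tconv cells, these values were 98.5% of 194 changed genes among 7707, 1.85, −0.083 and 96% of 100 lists. Counts were simulated as sums per population and library, without differences between cells or links between genes. The unchanged lists were random draws ranked against other random draws. Their share therefore tests the computation and cannot show that percentiles or intervals hold in the real data. After 200 shuffles within libraries, the number of cells with both Il10 and Ccr8 was on average 0.949 of the number expected, and 13 cells at most.

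The gates for CD4+ Tconv and CD8+ cells, the cluster settings, the marker classes, the gene lists, a fixed list of genes and some of the alternatives were set before the data were examined. The gate for Foxp3+ cells, matching by library, the minima of UMIs and cells and the naming of clusters were chosen after the table, the gates and the clusters had been counted. So was the second rule for naming genes, which took the 5 largest rises and the 5 largest falls among genes with at least 5 UMIs in each population and the same direction in every library with at least 10 cells of each and a UMI of the gene, leaving out antigen receptor segments, genes of the gates, sex-linked genes and unnamed loci. It replaced a rule that needed adjusted p-values. Some steps were changed after first ratios had been seen. UMIs of libraries that add nothing to a ratio were no longer counted towards the minimum of 20, a cluster that passed both lineages was no longer named, and thresholds of tests that had not been part of their predictions were removed. A further gene list tested in cluster 6 is not reported here. Matching by depth in 4 quartiles was added at that stage.

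The alternatives were leaving out each library in turn, thinning every cell to 1500 or 500 UMIs, 15 principal components or a resolution of 0.8, leaving out naive-like clusters, a stricter Foxp3− gate without Ikzf2 or Lrrc32 UMIs, no matching by library, at least 50 UMIs per gene, matching by library and depth quartile, the UMI minimum counted over all libraries, matching by library and 20 depth bins for Il10 with Ccr8, leaving out library 4 together with matching by depth for the same pair, and leaving out likely doublets. Scrublet, run per library, called 23 cells (0.179%) doublets, which was too few for droplet data, so the 5% of cells of each library with the highest scores were left out instead (640 cells).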

Results

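Gene expression was measured in single TCRβ+ T cells sorted from B16-F10 melanomas of Foxp3-EGFP-DTR mice. The labels give 3 PBS-treated and 3 DTx-treated samples, and the count table holds 12818 cells from 6 libraries that could not be matched to these samples. Values are therefore given for each library or for the pool, the libraries are not replicates of a group, and no difference between PBS and DTx was measured. The pool held 21816565 UMIs, with a median of 1250.5 UMIs and 583 genes per cell. Total UMIs per library were 2950288, 3179316, 1916305, 5127776, 5126160 and 3516720 for libraries 1 to 6. The median depth per cell in the same order was 1065, 1064, 610, 2499.5, 2063 and 1278 UMIs. At this depth 53.3% of cells carried no UMI of Cd4, Cd8a, Cd8b1 or Foxp3, so the gates below describe the 1205 CD4+ Tconv cells, the 4497 CD8+ T cells and the 97 Foxp3+ cells in which these transcripts were seen.

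DTx was given to deplete Treg cells, so the share of cells with Foxp3 transcripts was measured first. Foxp3 (ENSMUSG00000039521.13) is a protein-coding gene on the plus strand of chromosome X, from 7573644 to 7595245 in GRCm38. A Foxp3 UMI was found in 115 of 12818 cells, a share of 0.897% (95% interval 0.741 to 1.08). Among cells with a Cd8a or Cd8b1 UMI, taken as the background, the share was 0.385% (0.228 to 0.607). The median depth was 1250.5 UMIs over all cells and 1708 UMIs in the CD8+ T cell gate. In library 1 the share was 2.92% (2.25 to 3.73), beside a background of 1.98% (1.06 to 3.35) that it overlapped. In library 2 it was 1.21% (0.831 to 1.71), beside a background of 0.225% (0.0273 to 0.810). In library 3 it was 0.794% (0.471 to 1.25), beside a background of 0.241% (0.00610 to 1.34) that it overlapped. In library 4 no Foxp3 UMI was found in 1768 cells, which allows a share of up to 0.170%. Library 5 had 1 such cell among 1987 (0.0503%) and library 6 had 2 among 2031 (0.0985%). With every cell thinned to 1500 UMIs and shallower cells left out, the library shares ran from 0 to 3.60%. Thinning to 500 UMIs moved the pooled share most, to 0.374%, and without library 1 it was 0.496%.

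**Figure D1:**
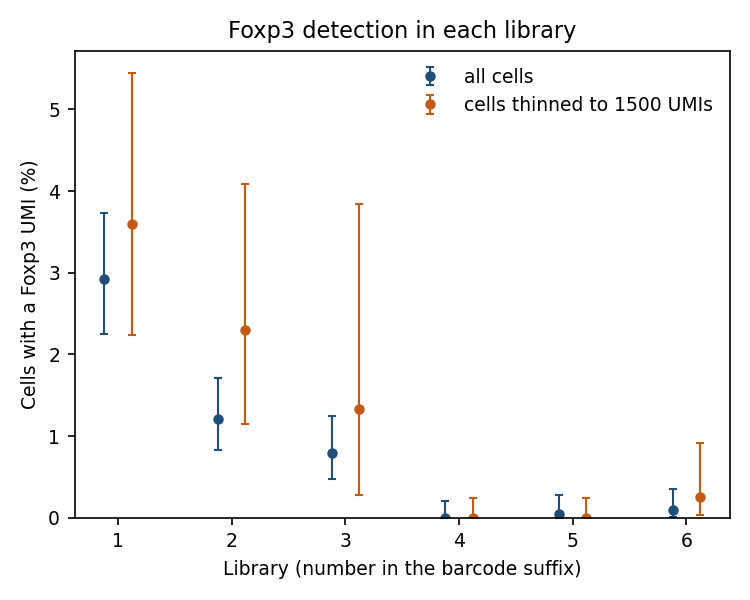
Share of cells with a Foxp3 UMI (percent, y axis) in each of the 6 libraries (x axis), for all cells and for cells thinned to 1500 UMIs, with exact Clopper-Pearson 95% intervals from counting error. The shares run from 0 in library 4 to 2.92% in library 1 over all cells.

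The study compared the frequency of T cell clusters between treatments, and the shares are given here for each library. Clustering gave 8 clusters. Clusters 2 and 3 carried naive markers, cluster 0 carried CD4 helper and Th2 markers, cluster 1 carried CD8 effector markers and cluster 5 carried proliferation markers. Clusters 4, 6 and 7 met no single class and were left unnamed. No cluster was named for the Treg, interferon, stromal, myeloid or B cell markers. Cluster 5 also passed 3 of 4 melanoma markers, beside 7 of 7 proliferation markers. Naive-like clusters held 32.4% of cells (31.6 to 33.3). Their share was 38.2% in library 1, 86.9% in library 2, 44.8% in library 3, 0.226% in library 4, 0.453% in library 5 and 1.18% in library 6. Without library 2 the pooled share was 18.3%. The proliferating-like cluster held 9.88% of cells (9.37 to 10.4). Its share was 3.58% in library 1, 1.48% in library 2, 3.04% in library 3, 11.4% in library 4, 22.1% in library 5 and 21.7% in library 6. A resolution of 0.8 lowered the pooled proliferating-like share to 6.32%. Cluster 0 held 21.2% of all cells, cluster 1 held 19.1%, cluster 4 held 14.7%, cluster 6 held 1.86% and cluster 7 held 0.811%.

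**Figure D2:**
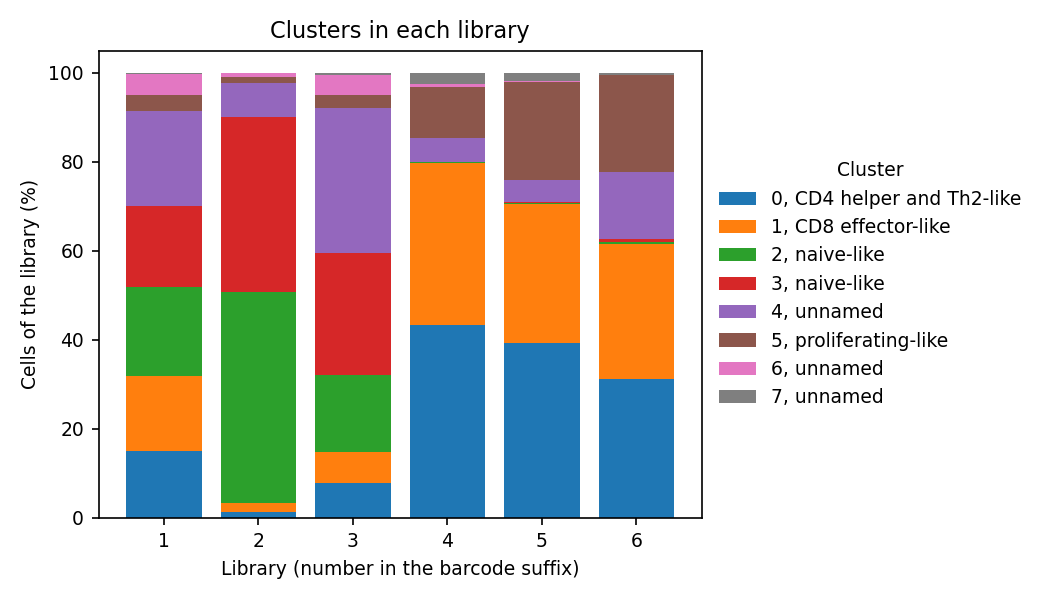
Share of the cells of each library (percent, y axis) in each of the 8 clusters (stacked bars), for the 6 libraries (x axis). The naive-like clusters 2 and 3 together make up between 0.226% of library 4 and 86.9% of library 2.

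Foxp3+ cells were compared with CD4+ Tconv cells of the same library to measure how far the genes that the study associated with Treg cells separated them. Of the 97 Foxp3+ cells, 49 came from library 1, 30 from library 2, 17 from library 3 and 1 from library 6, so the comparison describes these libraries. Among 5194 genes tested, the median log2 ratio was 0.049. The 236 tested genes of the Treg list had a median log2 ratio of 0.58 (0.50 to 0.69), above all 10000 random lists, and 188 of them were higher in Foxp3+ cells. The median was 0.19 for part A (37 genes; −0.21 to 0.54), 0.55 for part B (160 genes; 0.44 to 0.61), 0.85 for part C (8 genes; −1.76 to 1.72), 0.95 for part D (14 genes; 0.42 to 1.28) and 1.21 for part E (17 genes; 0.74 to 1.75). The intervals of parts A and C included 0, with part A at percentile 93.8 and part C at percentile 99.85 of their random lists. The 75 tested genes of the Tconv list had a median of −0.68 (−0.81 to −0.44), below all random lists. Without matching by library the median of the Treg list was −0.058, with its direction reversed. With cells also matched by depth it was 0.42. Leaving out library 1 raised it to 1.01 and leaving out library 2 lowered it to 0.36.

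Ratios of single genes were matched by library and not by depth. Ikzf2 was 4.01 times as abundant in Foxp3+ as in CD4+ Tconv cells (3.30 to 4.82; 112 UMIs against 27.9 expected). The ratio was 3.203 for Il2ra (2.39 to 4.21), 2.32 for Ctla4 (1.95 to 2.75), 2.34 for Tnfrsf9 (1.82 to 2.96), 2.13 for Tnfrsf18 (1.72 to 2.60), 2.28 for Gata3 (1.71 to 2.98) and 2.01 for Ccr8 (1.41 to 2.79), each higher in all 3 libraries with at least 10 cells of both kinds. Tnfrsf4, Icos, Maf and Lrrc32 were also higher, with intervals above 1, though Icos was higher in 2 of the 3 libraries. Gzmk was lower, at 0.0771 of the number expected (0.00195 to 0.430), from 1 UMI. For Il10, Tigit, Havcr2, Lag3, Pdcd1, Il4, Il13, Ifng, Tnf, Eomes, Itga2 and Areg the interval included 1, and Il4, Il13, Eomes and Itga2 had no UMI in Foxp3+ cells. The largest rises with the same direction in all 3 libraries were those of Il1rl1 (log2 ratio 3.39; 32 UMIs against 2.60 expected), Neb (3.10), Hist1h2ap (2.46), Ccnb2 (2.37) and Itgae (1.99). Hist1h2ap belongs to a family of near-identical histone genes, so its counts are uncertain. The largest falls were those of Tcf7 (log2 ratio −1.86; 12 UMIs against 44.9 expected), Nsg2 (−1.73), Cblb (−1.72), Gadd45g (−1.69) and Myc (−1.61).

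The study examined CCR8 as a marker of a subset of Tconv cells, and the share of CD4+ Tconv cells with its transcript was measured. Ccr8 (ENSMUSG00000042262.5) is a protein-coding gene on the plus strand of chromosome 9, from 120092114 to 120094906. A Ccr8 UMI was found in 117 of 1205 CD4+ Tconv cells, or 9.71% (8.10 to 11.5). The share was 0.433% in naive-like clusters (0.257 to 0.683), whose median depths were 910.5 and 826 UMIs, and 2.62% in CD8+ T cells (2.18 to 3.13). CD4+ Tconv cells had a median depth of 1622 UMIs. Among Foxp3+ cells the share was 20.6% (13.1 to 30.03). Across libraries 1 to 6 the share of CD4+ Tconv cells was 12.4%, 1.32%, 5.69%, 16.7%, 9.56% and 5.85%. With cells thinned to 1500 UMIs it was highest in library 1 (19.5%, 8 of 41 cells; 8.82 to 34.9) and 7.69% in library 4 (13 of 169 cells; 4.16 to 12.8). The order of the libraries was therefore not the same in both settings. As deposited the intervals of libraries 1 and 4 were 7.53 to 18.9 and 12.7 to 21.4, and they overlapped in both settings. Thinning also left out shallower cells, and the gates were drawn again on the thinned counts. Cells that lost their Foxp3, Cd8a or Cd8b1 UMIs could enter the CD4+ Tconv gate, and cells that lost Cd4 left it. Depth and the choice of cells therefore cannot be told apart. In library 2 the interval (0.161 to 4.70) overlapped that of naive-like cells (0.302 to 0.967), used here as background. Naive-like clusters held 86.9% of the cells of this library, so its CD4+ Tconv cells can be part of that background. The comparison therefore cannot decide whether Ccr8 lay above background there. Libraries 4, 5 and 6 held 4, 9 and 24 naive-like cells, too few to measure this background. Against CD8+ T cells of the same library the interval lay higher in libraries 1, 4 and 5 and overlapped in libraries 2, 3 and 6. Thinning to 500 UMIs moved the pooled share most, to 1.99%.

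CCR8+ Tconv cells were compared with CCR8− Tconv cells of the same library, pooled over both treatments. The CCR8+ cells were deeper, with a median of 3069 UMIs against 1515.5. Among 7719 genes tested, the median log2 ratio was −0.062. Of the tested genes of the CCR8 list, 93.9% had the direction of the study's sorted cells (86.3 to 98.0), and 88.8% did after matching by depth. The 49 tested genes of its upper part had a median log2 ratio of 0.91 (0.77 to 1.25) and the 33 tested genes of its lower part a median of −0.69 (−1.005 to −0.44). After matching by depth these medians were 0.78 and −0.57. The same parts had medians of 0.36 (0.21 to 0.73) and −0.28 (−0.87 to −0.076) in Foxp3+ against CD4+ Tconv cells. There, matching by depth gave 0.28 (−0.011 to 0.73) and −0.40 (−0.73 to 0.023), both with 0 in the interval, at percentiles 96.6 and 0.06 of their random lists. The 435 tested genes of the Treg list had a median of 0.15 (0.088 to 0.25), above all 10000 random lists. Matching by depth brought this median to −0.037 (−0.087 to 0.086), at percentile 84.6 of its random lists, so that a difference in the Treg list was not detectable after matching by depth quartile. Without depth matching, leaving out library 4 gave 0.24 and leaving out library 5 gave 0.25. The medians without depth matching were 0.083 for part A (−0.23 to 0.44), 0.14 for part B (0.081 to 0.25), 0.32 for part C (−0.12 to 0.84), 0.21 for part D (−0.41 to 0.62) and 0.25 for part E (−0.10 to 1.56). The interval of part B excluded 0 and those of the other parts included it. Among random lists, whose medians lay mostly below 0 as did that of all genes tested, part A was at percentile 97.9, part B above all, part C at 98.6, part D at 95.5 and part E at 98.5. The Tconv list had a median of −0.52 (−0.63 to −0.35), and of −0.36 (−0.49 to −0.15) after matching by depth.

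Ratios of single genes in this comparison were matched by library and not by depth, although the CCR8+ cells were deeper. Depth therefore stays open as a part of these ratios. Il13 was 3.25 times as abundant in CCR8+ as in CCR8− Tconv cells (2.74 to 3.83; 142 UMIs against 43.7 expected), higher in 3 of 4 libraries with at least 10 cells of both kinds. The ratio was 2.05 for Pdcd1 (1.68 to 2.47), 2.05 for Tnfrsf9 (1.70 to 2.44), 2.02 for Havcr2 (1.45 to 2.74), 1.81 for Il2ra (1.46 to 2.22), 1.76 for Tnfrsf4 (1.61 to 1.91), 1.54 for Tnfrsf18 (1.35 to 1.74) and 1.45 for Ctla4 (1.22 to 1.70), each higher in all 4 libraries. Il4, Gata3 and Areg had intervals above 1, but Il4 was higher in 1 and lower in 2 of the 4 libraries, Gata3 was higher in 3 and Areg was higher in 2. Ifng was lower at 0.490 (0.405 to 0.587), as was Tnf at 0.547 (0.338 to 0.836), each in all 4 libraries. Icos and Tigit were lower in 3 of 4 libraries. Itga2 had no UMI in CCR8+ cells against 6.55 expected. For Il10, Lag3, Maf, Eomes, Gzmk, Ikzf2 and Lrrc32 the interval included 1. The largest rises by the rule on direction were those of Calca (log2 ratio 2.52), Mt2 (2.48), Cxcl3 (2.44), Penk (2.35; 166 UMIs against 32.1 expected) and Dusp14 (2.07). Calca and Cxcl3 had a direction in 3 of the 4 libraries and no UMI in either population of the other. The largest falls were those of Slfn1 (−2.04), Phc2 (−1.81), Klf2 (−1.76; 54 UMIs against 184 expected), Prkcb (−1.64) and S1pr1 (−1.62).

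**Figure D3:**
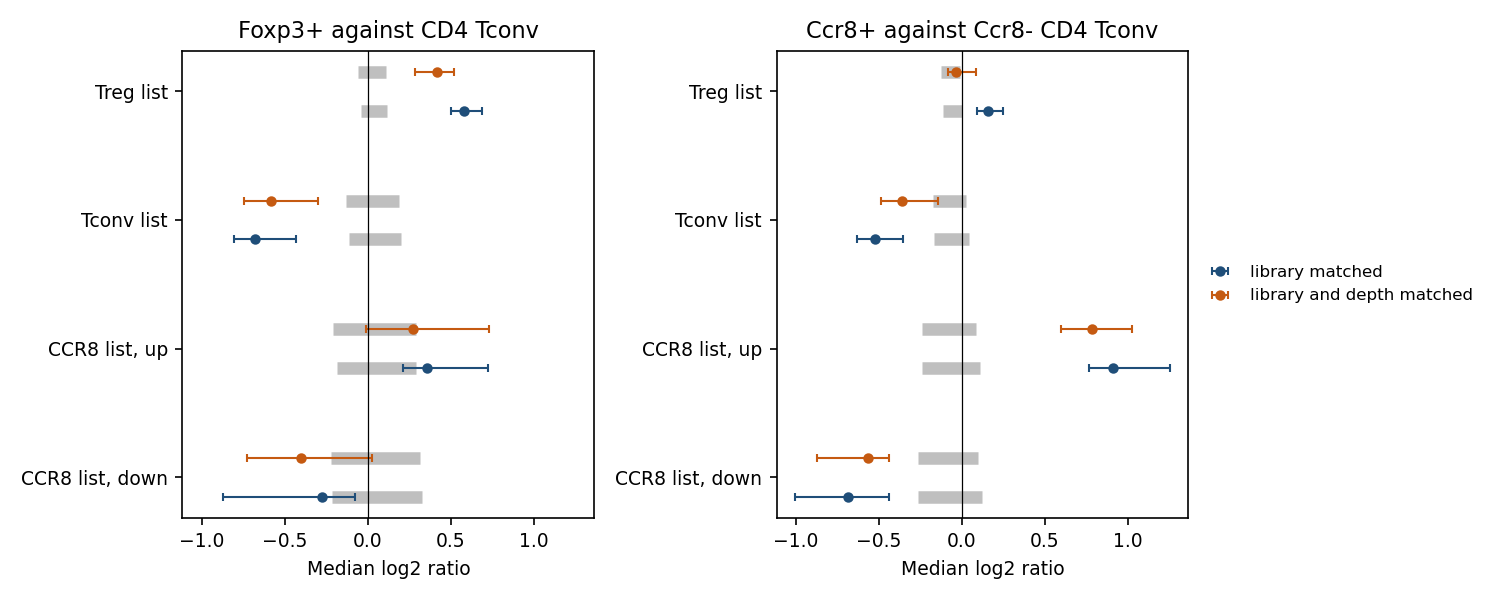
Median log2 ratio (x axis) of the genes of the Treg list, the Tconv list and both parts of the CCR8 list (y axis), for Foxp3+ against CD4+ Tconv cells (left) and CCR8+ against CCR8− Tconv cells (right), with points for medians, lines for their 95% intervals and grey bars for the central 95% of random lists. In the right panel the Treg list moves from 0.15 to −0.037 when cells are also matched by depth.

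The study asked which T cells hold Il10 transcripts with and without Treg cells. Il10 (ENSMUSG00000016529.5) is a protein-coding gene on the plus strand of chromosome 1, from 131019845 to 131024974. The pool held 158 Il10 UMIs in 68 cells, and 5 cells held 50 of them. An Il10 UMI was found in 12 of 1205 CD4+ Tconv cells, or 0.996% (0.516 to 1.73), in 19 of 4497 CD8+ T cells, or 0.423% (0.255 to 0.659), and in 2 of 97 Foxp3+ cells, or 2.06% (0.251 to 7.25). The intervals of the CD4+ Tconv and CD8+ shares overlapped. No Il10 UMI was found in 4159 cells of the naive-like clusters, which allows a share of up to 0.0721%. Only 4, 9 and 24 of these cells lay in libraries 4, 5 and 6, too few to set such a limit there. Of the 12 CD4+ Tconv cells, 8 came from library 4, and without it the share was 0.444%. CD4+ Tconv cells held 22.2% of all Il10 UMIs (15.9 to 29.4), CD8+ T cells held 17.1% (11.6 to 23.9) and cells without a UMI of the gating genes held 45.6% (37.6 to 53.7). Cells with UMIs of both Cd4 and Cd8, which belong to neither gate, held 13.3% (8.42 to 19.6). The intervals of these UMI shares take each UMI as independent. They are too narrow, since 5 cells held 50 of the 158 UMIs. Without library 4, which held 93 of the 158 UMIs, the share of CD4+ Tconv cells was 10.8% and that of CD8+ T cells was 30.8%, so the order of the 2 shares rested on this library.

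**Figure D4:**
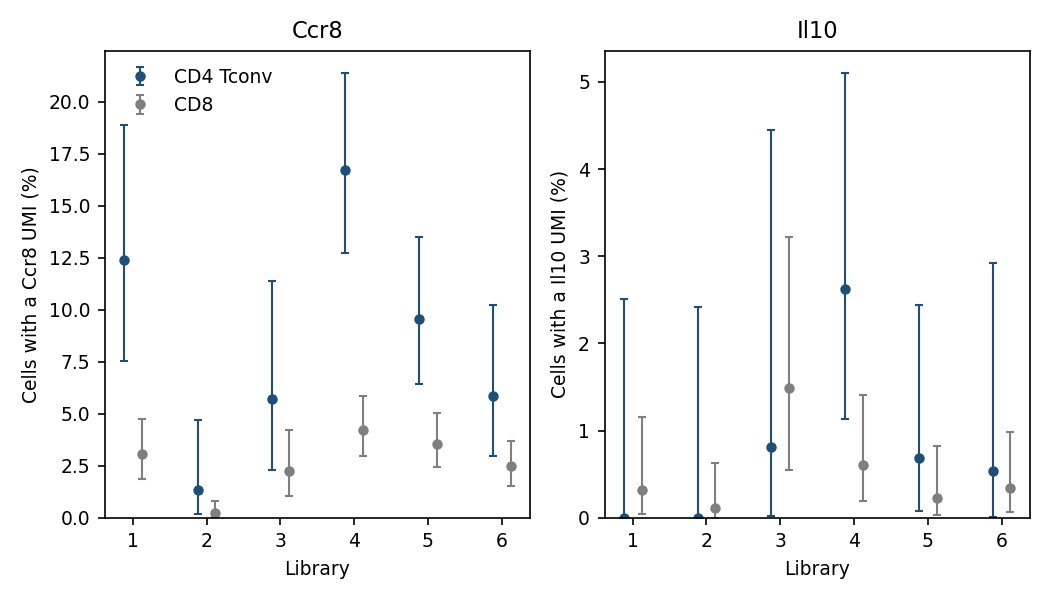
Share of CD4+ Tconv cells and of CD8+ T cells (percent, y axis) with a Ccr8 UMI (left) or an Il10 UMI (right) in each of the 6 libraries (x axis), with exact Clopper-Pearson 95% intervals from counting error. The Ccr8 share of CD4+ Tconv cells runs from 1.32% in library 2 to 16.7% in library 4, at depths that differ between libraries.

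Il10 and Ccr8 UMIs were found together in 19 cells (11.4 to 29.7) against 4.34 expected within libraries, a log2 odds ratio of 2.66 (1.93 to 3.31). Of these cells 13 came from library 4, and without it the log2 odds ratio was 1.98. After matching by depth as well, 6.85 cells were expected. Without library 4 the number was 6 (2.20 to 13.1), against 1.71 expected within libraries and 3.05 after matching by depth, so an excess outside library 4 was not detectable after matching by depth. This comparison used all cells. Within CD4+ Tconv cells, the Il10 UMIs of CCR8+ cells were 0.613 of the number expected from CCR8− cells (0.199 to 1.43; 5 UMIs against 8.15 expected), so an excess was not detectable there. Il10 occurred with Il13 in 18 cells against 1.94 expected, with Il4 in 19 against 3.73, with Lag3 in 17 against 3.86, with Gata3 in 36 against 14.4, with Pdcd1 in 28 against 11.4 and with Foxp3 in 3 against 0.384. For Il13, Il4, Lag3, Gata3 and Pdcd1 the number expected after matching by depth also lay below the interval. With Foxp3 the interval on the 3 cells (0.619 to 8.77) included the number expected after matching by depth (0.694). With Cd4 it occurred in 18 cells against 9.33 expected, and against 11.7 after matching by depth, which lay within the interval (10.7 to 28.4). With Cd8a, Ifng, Tnf, Eomes, Itga2 and Gzmk the number expected within libraries lay inside the interval of the number found. The libraries held 8, 1, 16, 28, 8 and 7 cells with an Il10 UMI, and 0, 0, 1, 13, 2 and 3 cells with both Il10 and Ccr8.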

Values the study reported

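The study reported 8 transcriptionally distinct clusters. It stated that cells with between 200 and 2,500 genes and <5% mitochondrial transcripts were kept, and that cells were clustered at a resolution of 0.5.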

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

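The test of free RNA for the melanoma transcripts was chosen only after the result was seen.

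The table held 67 UMIs of the melanoma markers Pmel, Mlana, Dct and Tyrp1 among the sorted T cells. These genes belong to no comparison of T cells, and their count lay above the limit of 3 that a count of 0 allows. The UMIs lay in 18 cells. Free RNA from lysed tumor cells would be spread over many cells at 1 UMI each, whereas 76.1% of these UMIs lay in 4 cells with at least 3 each, and 25 lay in a single cell. This argues against free RNA for most of these UMIs. All 4 of these cells fell in the proliferating-like cluster, none of them had a UMI of Cd3e, Cd3d or Cd3g, and their median depth was 3364.5 UMIs. They were 1 cell in library 1, 1 in library 4 and 2 in library 5. A candidate explanation is that a few tumor cells, or droplets with a tumor cell, were sorted with the T cells. This was not tested separately, so it stays a hypothesis. Free RNA stays open for the UMIs in the other cells. The number of libraries with such cells could not be compared between treatments, and no biological explanation was tested.

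The table held 371 Igkc UMIs, a gene of the immunoglobulin light chain that T cells are not known for, which was above the limit of 3 that a count of 0 allows. They lay in 220 cells, 141 of which had a single UMI, and the highest number in a single cell was 11. The share of cells with an Igkc UMI was 2.02% in library 1, 0.114% in library 2, 2.51% in library 3, 2.71% in library 4, 1.76% in library 5 and 1.67% in library 6. If B cells or plasma cells had been captured, cells with Igkc would carry other genes of the lineage. Cells with both Igkc and a B-lineage gene numbered 2 against 3.89 expected within library and depth quartile, 0.514 of the number expected. The interval on the 2 cells (0.242 to 7.22) included the number expected. Only 2 of the 4 genes written down for this test, Cd79a and Cd79b, could be counted in the table, and the other 2 were not analysed here, so captured plasma cells and free RNA of such cells cannot be told apart. No biological explanation was tested.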

How the results depend on the processing

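The alternatives with thinning to 500 UMIs, the highest Scrublet scores left out, matching by depth and the UMI minimum counted over all libraries, and every alternative of the list results in Foxp3+ and CCR8+ cells and of the CD8+ share of Il10 UMIs, were chosen only after the table or first values were seen.

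Of 108 alternative values, 77 lay within the 95% interval of the main value, 29 outside it with the same direction and 2 had the opposite direction. Of the 42 that left out no library, 29 lay within the interval. Shares cannot change direction, so the low number of reversals says nothing about them. The 2 reversals were both in the median of the Treg list. In 4 of the 108 the alternative changed nothing and the value was identical to the main value, so these 4 say nothing about stability. They were the Treg list in Foxp3+ cells without library 4 and without library 5, which held no Foxp3+ cells, and both list results in CCR8+ cells with the UMI minimum counted over all libraries. The share of Il10 UMIs in CD4+ Tconv cells lay within it under each alternative run on it that left out no library.

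Thinning to 1500 UMIs per cell brought the Foxp3 share to 0.733%. Thinning to 500 UMIs brought it to 0.374%, the Ccr8 share of CD4+ Tconv cells to 1.99% and their Il10 share to 0. Fewer UMIs per cell remained, and the CD4+ Tconv gate was drawn again on the thinned counts. A resolution of 0.8 brought the proliferating-like share to 6.32%, and the cause was not tested. The stricter Foxp3− gate brought the median log2 ratio of the Treg list to 0.75 in Foxp3+ cells and to 0.26 in CCR8+ cells, and the cause was not tested. Matching by library and 20 depth bins brought the log2 odds ratio of Il10 with Ccr8 to 1.71. Leaving out naive-like clusters brought the median in Foxp3+ cells to 0.29. Without matching by library it was −0.058, below 0 and below the median of all genes tested (−0.034), and the cause of either change was not tested. Matching by library and depth quartile brought it to 0.42 in Foxp3+ cells, and in CCR8+ cells to −0.037, below 0 but above the median of all genes tested (−0.072), with an interval that included 0. At least 50 UMIs per gene brought the share of CCR8 list genes with the direction of the list to 98.5%, with fewer genes tested.

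Leaving out each library in turn gave a Foxp3 share of 0.496% (without library 1) to 1.05%, a naive-like share of 18.3% (without library 2) to 38.3% and a proliferating-like share of 7.63% to 12.1%. The Ccr8 share of CD4+ Tconv cells ran from 7.33% to 10.9%, their Il10 share from 0.444% (without library 4) to 1.14%, and their share of Il10 UMIs from 10.8% (without library 4) to 25.4%. The share of Il10 UMIs in CD8+ T cells ran from 11.9% to 30.8% (without library 4). The log2 odds ratio of Il10 with Ccr8 ran from 1.98 to 2.93. The median of the Treg list ran from 0.36 (without library 2) to 1.01 (without library 1) in Foxp3+ cells and from 0.11 to 0.25 in CCR8+ cells, where it was 0.24 without library 4 and 0.25 without library 5. The share of CCR8 list genes with the direction of the list ran from 88.4% to 96.2%.

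No paired analysis was possible because the cells carry no replicate number that would pair PBS with DTx samples. Leaving out samples of a treatment, the second tool, the filter on low counts, the alternative pseudocount and each alternative of a PBS against DTx result were not run for the same reason. All cells as deposited and the doublet calls of Scrublet gave no separate value, since no cell lay outside the stated filters and the caller marked 23 cells. No UMI of the gating genes was found in 53.3% of all cells, and in 33.8% of those of library 4, the library with the highest median depth.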

Other observations

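The tests of library depth for Foxp3, of 20 depth bins, of a single library and of depth together with library 4 for Il10 with Ccr8, and of long transcripts for cluster 7 were chosen only after the result was seen. A further test, of the share of Ccr8-positive cells with a Foxp3 UMI between libraries, was written down after the result was seen and dropped after a first look at its values, because it grouped libraries by the outcome. Nothing below rests on it. The shares in question were 10.4%, 9.09%, 10.4%, 0, 0 and 0 of the Ccr8-positive cells without a Cd8a or Cd8b1 UMI in libraries 1 to 6, on 20 cells with a Foxp3 UMI in all.

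The share of cells with a Foxp3 UMI was 2.92% in library 1, 1.21% in library 2, 0.794% in library 3, 0 in library 4, 0.0503% in library 5 and 0.0985% in library 6, and the treatment of none of these libraries is known. At 1500 UMIs per cell the highest and the lowest share still differed by 3.60 percentage points, against what a difference in depth would give. Of the 3 Foxp3-positive cells of libraries 5 and 6, 0 had a barcode that occurred in another library, so shared barcodes do not account for them. Pairs of libraries shared 76 barcodes, 0.821 of the 92.6 that random draws from the barcode list give (59.9 to 95.1), which argues against index hopping as a source of shared barcodes. Only the number of shared barcodes was tested, not the expression of the cells that carry them. No biological explanation was tested, since the treatments could not be assigned.

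CCR8+ Tconv cells without a Foxp3 UMI could be Treg cells whose Foxp3 transcripts were missed. Their Ikzf2 UMIs, in libraries with Foxp3+ cells, were 14 against 43.0 expected at the level of Foxp3+ cells of the same library, or 0.326 (0.178 to 0.546). Against CCR8− Tconv cells over all 6 libraries they were 32 against 34.4 expected, or 0.931 (0.637 to 1.31). In libraries with Foxp3+ cells, the first comparison argues against missed Treg cells as the main part of the CCR8+ Tconv cells. It rests on 14 UMIs with an interval up to 0.546, and a minority stays open. The second cannot decide, since CCR8− Tconv cells may hold missed Treg cells as well. Their Ikzf2 UMIs per 10000 were 1.83, 0.457 and 1.75 in libraries 1 to 3, and 0.602, 0.571 and 0.437 in libraries 4 to 6.

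Il10 and Ccr8 UMIs may occur in the same cells because deep cells hold more of both. After matching by library and depth quartile the number of cells with both was still 2.77 times the number expected, and with 20 depth bins per library it was 2.42 times. Library 4 held 13 of the 19 such cells, and in the other libraries the number was 6 (2.20 to 13.1) against 1.71 expected. Taken singly, these values argue against depth alone and against library 4 alone as the whole of the excess. Without library 4 and with matching by depth quartile, 3.05 cells were expected, inside the interval, and the 6 cells were 1.97 times this number. With 20 depth bins 3.68 were expected there, inside the interval as well. Depth and library 4 together therefore stay open as the source of the excess. A biological difference between treatments could not be tested.

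Cluster 6 held 239 cells, of which 43.5% came from library 3. A Trav11 UMI, the receptor segment of invariant NKT cells, was found in 1.26% of its cells (3 of 239; 0.260 to 3.62) and in 0.0477% of the other cells (6 of 12579; 0.0175 to 0.104), which is in line with some invariant NKT cells but rests on 3 cells. Zbtb16 was found in 7.95% (4.85 to 12.1) against 0.0795% (0.0381 to 0.146), Trav1 in 2.93% (1.19 to 5.94) against 0.620% (0.490 to 0.773) and Trdc in 0.418% (0.0106 to 2.31) against 0.175% (0.110 to 0.265). The higher share of Trav1, the segment of MAIT cells, leaves these open as well.

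Cluster 7 held 104 cells with a median depth of 734.5 UMIs, 42.3% of them from library 4. Ribosomal protein genes made up a median of 3.32% of UMIs in its cells against 33.5% in the other cells, and Malat1 made up 1.60% against 0.289%. The mitochondrial share was higher as well, at 2.06% against 0.874%, where loss of cytoplasmic RNA was written down as lowering it. In library 4 the ribosomal shares were 2.81% and 28.8%, and in library 5 they were 3.71% and 29.8%. The 50 leading genes had a median longest transcript of 6732 bases, at percentile 98.7 of random lists (5048 to 6442.5), but the background for these lists held only 261 genes. Loss of cytoplasmic RNA with retained mitochondria, a bias towards long transcripts and a cell state cannot be told apart here, since the predictions of the first were met in part and the background of the second was small. No biological explanation was tested.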
